A study of Mus musculus with 6 samples. Its data were reported in "ATF3 coordinates the survival and proliferation of cardiac macrophages and protects against ischemia–reperfusion injury" (2024).

How the data were processed

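RNA from rGAS6-stimulated BMDMs harvested 24 h after HR was hybridised to 6 Affymetrix Clariom D mouse arrays, per the labels, with 3 arrays labelled WT and 3 labelled ATF3-CKO. The authors turned the scanned intensities into log2 values with the robust multichip average (RMA) in Affymetrix Expression Console, which corrects background, normalizes between arrays and summarises each probe set, and the study's methods add global scaling. Versions of these, the genome build and the annotation release are not given in the sources used here. The deposited table held 72688 probe sets on the log2 scale from 1.79 to 19.93 with no missing value, and 6732 control probe sets were left out, leaving 65956. The values are summaries of intensity, so no read depth applies and the number of arrays limits the precision. The median of the 23 background control probe sets was 2.74, against a median level of 4.32 over all probe sets, which marks how little signal a dim probe set carries.

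Groups came from the labels. Log2 values were fitted per probe set with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with the group as the only term and ATF3-CKO minus WT as the contrast, and p-values were adjusted by Benjamini-Hochberg over all 65956 probe sets at a threshold of 0.05. Adjusted p-values of single genes in the text are from limma. A fold of 2 or more was counted separately, as in the study's methods. An exact permutation test of 3 arrays against 3 cannot go below p = 0.1, so none was used for single genes. A probe set was given a gene name when its annotation held 1 distinct symbol, updated through its Entrez ID where that pointed to a single current symbol, which was the case for 827 probe sets. Of the probe sets tested, 30604 had 1 symbol, 2146 had several and 33206 had none, and 22818 of those with 1 symbol had an Entrez ID in the reference. This naming rule was made stricter after first results were seen, because synonyms had joined unrelated genes. Each of 30142 genes was represented by its probe set with the highest mean over the 6 arrays.

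The 26 gene lists, the tests and the rule for named genes were fixed before the data were examined. The lists were ranked by the log2 difference with fgsea 1.28.0 and adjusted over the lists. The named genes are Atf3 and Lyz2, the study's text and RT-qPCR genes with Mertk, Timd4, Cd163, Folr2, Fos, Jun, Igf1, Gas6 and Axl, the 10 higher and 10 lower genes of largest difference among probe sets past the adjusted threshold, with 1 symbol, a higher-group mean above the median of all probe sets and groups wholly apart (predicted genes, microRNAs and small RNAs took no place), and up to 4 members of each list with the smallest p. Lists test genes by permuting genes and ignore correlation between them, so camera with a preset correlation of 0.01 or an estimated one, and fry, were run beside them.

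Alternatives were quantile normalization, median-centring of arrays, a filter on probe sets above the median level, a filter on probe sets with 1 symbol, the replicate number as a block, leaving out each array, eBayes with a trend and robust settings, array weights, ranking by the moderated t of limma, and the mean of the probe sets of a gene. The fit and the list test were tested on simulated data: of 100 genes changed by 1 on the log2 scale 52% were recovered, of 100 changed by 2 84% were, and 7 of 143 calls were false. All changed genes were drawn from those above the median level, and they were few among the 65956 probe sets. The recovery therefore does not carry over to dim genes or to a comparison with more changes. In the simulated list test the shifted list was recovered and 1 of 22 unrelated lists passed. The simulated genes were drawn independently of each other, so this says nothing of how the list test behaves where genes are correlated.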

Results

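Gene expression was profiled on Affymetrix Clariom D mouse arrays, per the labels, in bone marrow-derived macrophages (BMDMs) of C57BL/6J mice. The cells were differentiated with 20 ng/ml macrophage colony-stimulating factor, stimulated with recombinant GAS6 (rGAS6, a ligand of the receptor MerTK) and harvested 24 h after hypoxia/reoxygenation (HR), a culture model of ischemia and reperfusion. There were 6 arrays: 3 labelled wild-type (WT) and 3 labelled ATF3-CKO, from mice meant to lack the transcription factor ATF3 in myeloid cells through a Cre at Lyz2. In the study, the WT controls were mice with the floxed Atf3 gene and no Cre, and the mice were male. The presence of the Cre and the loss of ATF3 therefore cannot be told apart here. Each value was a log2 intensity of a probe set, and the array medians lay between 4.22 and 4.42. An array gives no read counts, so the number of arrays limits the precision. The first principal component held 54.5% of the variance and separated the groups, and array-to-array correlations across probe sets were 0.993 to 0.997 within groups and 0.988 to 0.992 between them.

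The comparison asked how the transcriptome of rGAS6-stimulated macrophages differs without ATF3, which the study linked to type I interferon (IFN) and apoptosis genes. The targeted gene was read first. The Atf3 probe set (TC0100003804.mm.1) gave 8.56, 8.46 and 8.38 on the WT arrays and 9.20, 9.26 and 9.25 on the arrays labelled ATF3-CKO. Its mean was 8.47 ± 0.09 (SD, n = 3) in WT and 9.23 ± 0.03 (SD, n = 3) on the arrays labelled ATF3-CKO, a difference of 0.77 (SE 0.08) on the log2 scale with an adjusted p of 0.00538. The signal was therefore higher, 1.70-fold, on the arrays labelled as lacking the gene, and every direction given here rests on labels that this gene went against. Atf3 had a single probe set and the deleted part of the gene is not given in the sources used here, so a probe set outside that part would check nothing. Lyz2, the lysozyme gene that carries the Cre, read 18.92 ± 0.21 in WT and 19.42 ± 0.08 on the arrays labelled ATF3-CKO (SD, n = 3), a difference of 0.49 with an adjusted p of 0.0817. Without WT replicate 2 Lyz2 passed, with a difference of 0.60 and an adjusted p of 0.0391. The genome build is not given in the sources used here, so no positions are given.

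Of 65956 probe sets tested with limma, 1881 passed an adjusted p of 0.05, 773 of them higher and 1108 lower on the arrays labelled ATF3-CKO. At the fold of 2 by which the study's methods define a changed gene, 777 probe sets were higher and 553 lower, and 230 and 488 of these also passed the adjusted threshold. Of the 658 probe sets at that fold with 1 symbol, 265 were higher, so the balance also depended on which probe sets were counted. The 3 arrays of each group lay wholly apart from those of the other in 24.0% of probe sets, against 10% by chance. Higher probe sets made up 41.1% of the calls, but 25.6% after each array's median was set equal and 33.5% after quantile normalization, so the balance of directions depended on scaling. The counts also changed when an array was left out: 239 higher and 511 lower without WT replicate 1, 402 and 711 without ATF3-CKO replicate 1, 283 and 486 without ATF3-CKO replicate 2, and 141 and 402 without ATF3-CKO replicate 3. Over all such fits the counts reached 982 higher and 1044 lower. Each such fit has fewer arrays, which can lower the counts whichever array is left out.

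**Figure D1:**
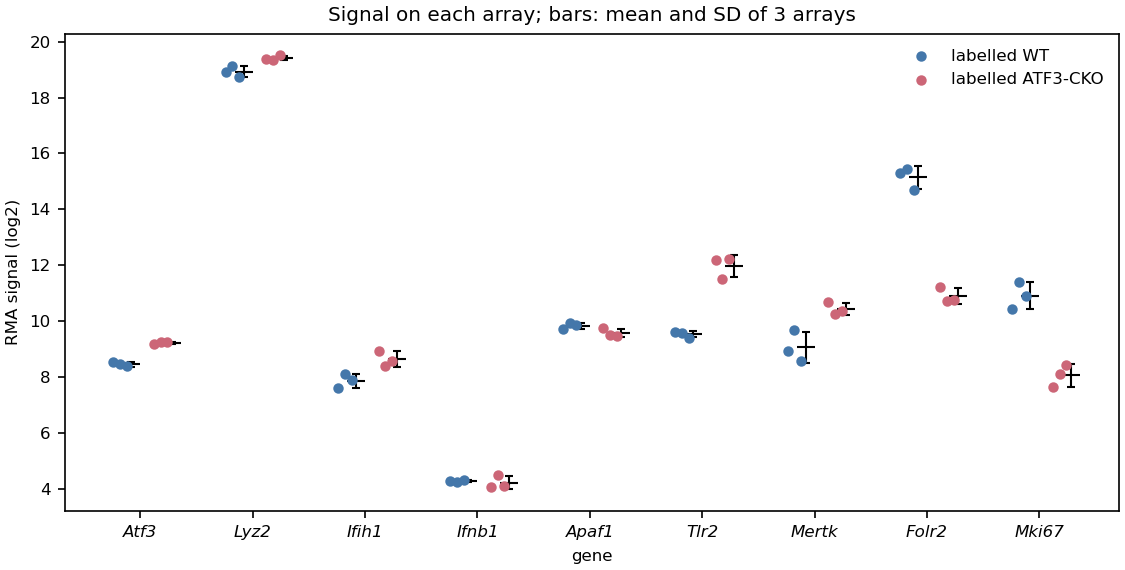
RMA signal (log2) of 9 genes on each of the 6 arrays, with blue points for arrays labelled WT, red points for arrays labelled ATF3-CKO, and bars for the mean and SD of 3 arrays. Atf3 lay at 8.47 in WT and 9.23 on the arrays labelled ATF3-CKO, and Folr2 at 15.14 and 10.91.

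Among the named genes, Cdo1, which oxidises cysteine, had the largest rise, from 6.14 ± 0.09 to 10.81 ± 0.45 (SD, n = 3), 25.3-fold with an adjusted p of 2.3e-04. Spic, the transcription factor of iron-recycling red pulp macrophages, rose 13.8-fold from 6.84 ± 0.14 to 10.62 ± 0.40 (adjusted p = 3.1e-04). Aoah, which deacylates bacterial lipopolysaccharide, rose by 3.70 on the log2 scale, and the receptor genes Cd200r4 and Clec4n (Dectin-2) rose 10.8-fold and 9.11-fold. The other higher genes were Arg2, the mitochondrial arginase, Kdr, a receptor for vascular endothelial growth factor, Ednrb, the endothelin B receptor, Cd86, a costimulatory molecule, and the chemokine gene Ccl6, with rises of 3.19, 3.08, 2.98, 2.87 and 2.82 on the log2 scale. Ltf, which encodes the granule protein lactoferrin, had the largest fall among the named genes, from 11.29 ± 0.19 to 6.15 ± 0.76 (SD, n = 3), 35.1-fold lower with an adjusted p of 9.5e-04. Mamdc2 fell by 4.64 on the log2 scale. Pde2a, a phosphodiesterase, was 24.0-fold lower, Ngp, a neutrophil granule protein, 20.8-fold lower, and Ly6c2, a marker of inflammatory monocytes, 17.6-fold lower. Folr2, a folate receptor of resident macrophages, fell from 15.14 ± 0.41 to 10.91 ± 0.28 (SD, n = 3), 18.9-fold. Tm4sf19 and Slamf8 were 14.2-fold and 13.8-fold lower. S100a9 and S100a8, the calprotectin genes, were 28.4-fold and 18.3-fold lower with adjusted p of 0.0132 and 0.0129, and the values on the arrays labelled ATF3-CKO spread widely (SD 1.43 and 1.12). Without WT replicate 1 the adjusted p of S100a9 and S100a8 were 0.0551 and 0.0593, and without ATF3-CKO replicate 2 they were 0.0599 and 0.0624.

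**Figure D2:**
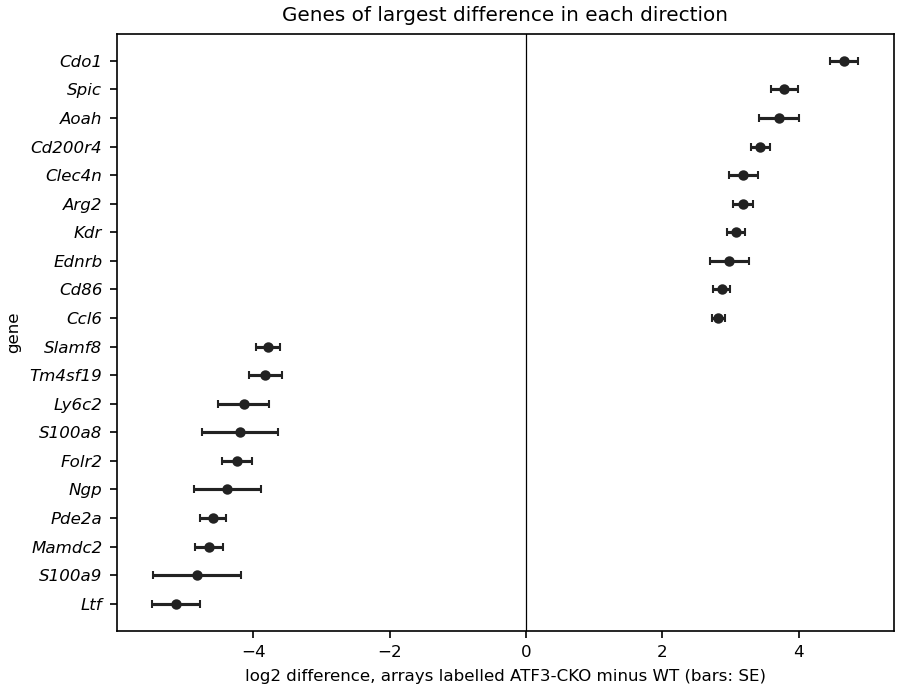
Log2 difference, arrays labelled ATF3-CKO minus WT, of the 10 higher and 10 lower genes of largest difference under a rule fixed before the data were examined, which gave predicted genes and small RNAs no place; bars are standard errors (n = 3 arrays per group). The differences run from 4.66 for Cdo1 to -5.13 for Ltf.

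Genes of the type I IFN response were higher as a group. Of 74 measured members, 20 rose and none fell at the adjusted threshold over all probe sets, and 49 were higher and 1 lower at an unadjusted p under 0.05. Adjusted over the list alone, 44 rose and 1 fell. The fallen member was Rsad2, with a WT mean of 9.64 and a log2 difference of -0.89 (adjusted p over all probe sets = 0.147). Over all probe sets, 6, 23 and 13 rose without WT replicate 1, 2 and 3, and 9, 11 and 6 without ATF3-CKO replicate 1, 2 and 3. The rise was 5.93-fold for Ifitm3, which blocks viral entry, 3.28-fold for Ifit1, which binds viral RNA, 2.09-fold for Ifit3b and 1.82-fold for Irf7, the transcription factor that drives IFN genes (adjusted p = 0.00263, 0.00471, 0.00474 and 0.0062). Ifit1, Ifit3b and Irf7 were dim in WT, at 4.65, 4.42 and 4.96, against 8.73 for Ifitm3. The list was enriched among higher genes (normalized enrichment score, NES, 2.65, adjusted p = 2.2e-16), but adjusted p = 0.326 in camera with an estimated correlation. Genes of type I IFN production, a list of sensors and adaptors, had 5 higher members, 1 lower and 39 without a call among 45 measured (NES 1.78, adjusted p = 0.00169, and 0.781 in camera with an estimated correlation). Adjusted over the list alone, 9 rose and 2 fell. Of this list, 9 rose without WT replicate 2 and 2 without ATF3-CKO replicate 3, and none fell without WT replicate 1, ATF3-CKO replicate 1 or ATF3-CKO replicate 3. Tlr2, the receptor for bacterial lipopeptides, rose 5.41-fold from 9.54 ± 0.11 to 11.98 ± 0.40 (SD, n = 3, adjusted p = 0.00168), and Tlr7, which senses single-stranded RNA, rose 4.77-fold (adjusted p = 0.00861, and 0.0525 without ATF3-CKO replicate 3). Ticam1, the adaptor of Toll-like receptor 3, was the lower member, at -1.08 on the log2 scale. Like Rsad2, it lies outside the rule for named genes and was picked after its values were seen. The IFN genes themselves showed no call by limma at the adjusted threshold: of 15 measured, 2 were higher at an unadjusted p under 0.05, and 12 had a mean below the median level of 4.32 (adjusted p of the list = 0.161, and 0.0456 without ATF3-CKO replicate 3). Adjusted over the list alone, none passed. Neutrophil markers and a part of the monocyte markers fell on the same arrays, as given with the marker lists.

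The genes that the study measured by reverse transcription–quantitative PCR are described there as picked at random among genes related to type I IFN. They followed up its enrichment result on such cells, so their direction is not independent evidence. Of 9 measured, 4 passed the adjusted threshold: Tlr2, Irf7, Cd14, a co-receptor for lipopolysaccharide, and Oas2, an antiviral synthetase. Cd14 rose 2.11-fold from 12.68 ± 0.22 to 13.76 ± 0.27 and Oas2 rose 1.99-fold from 5.81 ± 0.32 to 6.81 ± 0.20 (SD, n = 3, adjusted p = 0.0225 and 0.0369). The count was 8 without WT replicate 2, and 2 without ATF3-CKO replicate 1 or 3. Without ATF3-CKO replicate 3 these 2 adjusted p were 0.101 and 0.142, without ATF3-CKO replicate 1 they were 0.071 and 0.0996, and Oas2 also lost its call without WT replicate 1 (0.13), WT replicate 3 (0.0614) and ATF3-CKO replicate 2 (0.0737). Median-centring of the arrays also ended both calls (0.053 and 0.0832). Irf1 (0.53, adjusted p = 0.0525), Oas1a (0.55; 0.0851), Ddx58 (0.53; 0.114) and Plcg2 (0.45; 0.17) had positive log2 differences that did not pass. Without WT replicate 2 these 4 genes passed, with adjusted p of 0.0235, 0.0498, 0.0308 and 0.0214. A second, dim probe set of Irf1 gave a log2 difference of 0.23 (adjusted p = 0.292). All 9 were higher at an unadjusted p under 0.05, and 9 passed when adjusted over the list alone (NES 2.02, adjusted p = 6.1e-06, and 0.258 in camera with an estimated correlation). The list shared 7 of its measured genes with the IFN production list and 3 with the IFN response list.

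Ifih1, Ifnb1 and Apaf1, which the study described as ATF3 targets that rise in ATF3-deficient macrophages, were read on their own. Ifih1, a sensor of double-stranded RNA (probe set TC0200003630.mm.1), read 7.87 ± 0.25 in WT and 8.65 ± 0.27 on the arrays labelled ATF3-CKO (SD, n = 3), a log2 difference of 0.78 (SE 0.17). Its adjusted p was 0.0675 over all probe sets and 0.00798 over these 3 genes, and it passed over all probe sets in the alternatives with a filter on dim probe sets (0.0496) and with array weights (0.0165). Ifnb1, the gene of IFN-β, read 4.29 ± 0.04 and 4.23 ± 0.23, just under the median level, and its log2 difference of -0.06 had an adjusted p of 0.854. That difference was 0.015 without ATF3-CKO replicate 1 and 0.0046 without ATF3-CKO replicate 3, so its sign rested on single arrays. Apaf1, which builds the apoptosome, read 9.85 ± 0.11 and 9.58 ± 0.15, a log2 difference of -0.27 with an adjusted p of 0.243 over all probe sets and 0.0562 over the 3 genes. Its direction was opposite to the one the study described.

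Apoptosis genes showed calls in both directions. Among 31 proapoptotic genes, 2 fell and none rose, with the same counts when adjusted over the list alone (NES -1.01, adjusted p = 0.56). These were Bcl2l11, which encodes the killer protein BIM, at 2.16-fold lower, and Pdcd4 at 1.91-fold lower (adjusted p = 0.0058 and 0.0103; Pdcd4 0.053 without WT replicate 1). Of 20 antiapoptotic genes, 2 rose and 3 fell, and 5 rose and 5 fell when adjusted over the list alone. The number that fell was 1 without WT replicate 1 or ATF3-CKO replicate 2 or 3, and 4 rose without WT replicate 3. Bcl2l1 and Bcl2, which block the mitochondrial pathway, rose 1.83-fold and 1.71-fold, whereas Bag3, a co-chaperone, was 3.55-fold lower (adjusted p = 0.00307, 0.00661 and 9.5e-04). The antiapoptotic list did not pass (adjusted p = 0.628), its median (-0.13) and its NES (0.95) differed in sign, and the NES turned negative under quantile normalization and median-centring.

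Cell cycle genes were lower as a group. Of 55 measured members, 22 fell and none rose, and 38 were lower and 0 higher at an unadjusted p under 0.05 (limma). Adjusted over the list alone, 38 fell and none rose. Over all probe sets, 14, 20 and 16 fell without WT replicate 1, 2 and 3, and 7, 6 and 4 without ATF3-CKO replicate 1, 2 and 3. Mki67, the Ki-67 proliferation marker, fell from 10.92 ± 0.49 to 8.07 ± 0.40 (SD, n = 3), 7.21-fold lower with an adjusted p of 0.00435. Kif11, a spindle motor, and Ccnb2, a mitotic cyclin, were 3.87-fold and 3.64-fold lower (adjusted p = 0.0024 and 0.00165), and Cenpf, a kinetochore gene, was 1.69-fold lower. The list was enriched among lower genes (NES -2.60, adjusted p = 1.8e-13), but adjusted p = 0.258 in camera with an estimated correlation. On the same arrays, neutrophil markers and a part of the monocyte markers were also lower, as given with the marker lists.

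**Figure D3:**
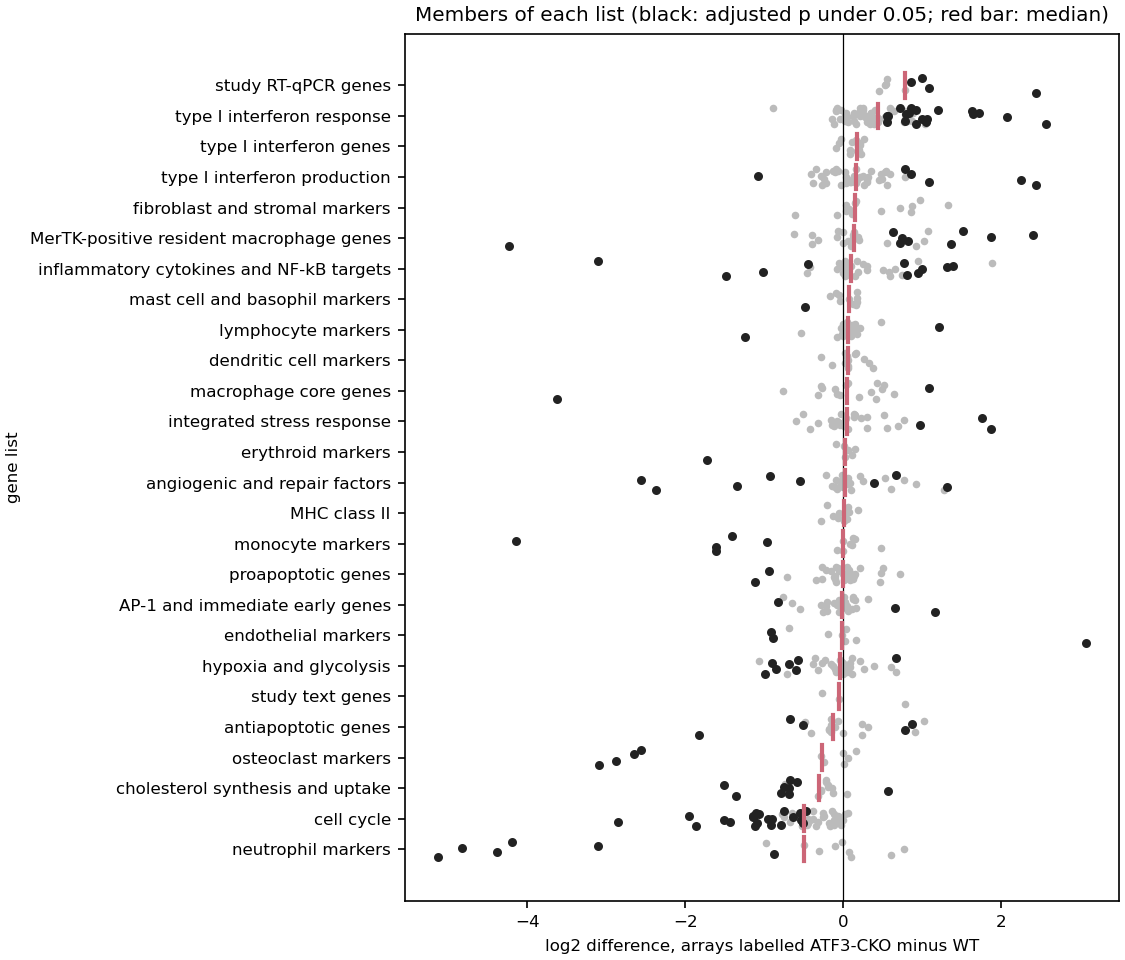
Log2 difference, arrays labelled ATF3-CKO minus WT, of the measured members of each gene list, with black points for members at an adjusted p under 0.05, grey points for the others and a red bar for the median. The median was 0.44 for the type I interferon response and -0.50 for the cell cycle.

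Genes of MerTK-positive resident macrophages moved in both directions. Of 29 measured, 8 rose and 1 fell, and 10 rose and 4 fell when adjusted over the list alone (NES 1.71, adjusted p = 0.0145, 0.0887 without WT replicate 3, and 0.699 in camera with an estimated correlation). The number that rose was 3, 11 and 4 without WT replicate 1, 2 and 3, and 4, 3 and 2 without ATF3-CKO replicate 1, 2 and 3. Axl, a receptor of the MerTK family, rose 5.28-fold from 7.31 ± 0.32 to 9.70 ± 0.24 (SD, n = 3, adjusted p = 0.00162). Abca1, a cholesterol exporter, rose 2.85-fold (adjusted p = 0.00917). Gas6 rose 3.65-fold (adjusted p = 0.026), and lost its call without WT replicate 1 (0.0993) or without ATF3-CKO replicate 1, 2 or 3 (0.0754, 0.107 and 0.111). Mertk read 9.07 ± 0.56 in WT and 10.43 ± 0.22 on the arrays labelled ATF3-CKO, 2.57-fold higher with an adjusted p of 0.0499, which became 0.0639 without WT replicate 3, 0.156 without WT replicate 1, and 0.121, 0.132 and 0.153 without ATF3-CKO replicate 1, 2 and 3. After median-centring of the arrays it was 0.0881. The fallen member was Folr2, described above. The lower neutrophil, monocyte and osteoclast markers were on the same arrays. Igf1, a growth factor gene, had a log2 difference of 0.91 (adjusted p = 0.14), which became 1.22 (adjusted p = 0.0225) without WT replicate 2, and Timd4 and Cd163 read 3.46 and 4.35 in WT, near or under the median level of all probe sets.

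Among 18 macrophage core genes, Itgam, the CD11b integrin chain, fell from 14.93 ± 0.25 to 11.31 ± 0.12 (SD, n = 3), 12.3-fold lower with an adjusted p of 1.3e-04, and Cd14 rose, with the limits given above. Without WT replicate 2, 4 core genes rose, without WT replicate 3, 2 fell, and without ATF3-CKO replicate 1 or 3 none rose. Over the list alone 4 rose and 2 fell, and the list as a whole did not pass (adjusted p = 0.493). None of 12 MHC class II genes passed by limma, over all probe sets or over the list alone, with 1 lower at an unadjusted p under 0.05 (adjusted p of the list = 0.687).

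Markers of neutrophils and osteoclasts were lower as groups, and a part of the monocyte markers fell. Of 15 neutrophil markers 6 fell and none rose, among them Ltf, Lcn2 (8.58-fold lower) and Ngp, and over the list alone 9 fell and 2 rose (NES -2.08, adjusted p = 4.3e-05, and 0.326 in camera with an estimated correlation). The neutrophil count was 3 lower without WT replicate 1, 8 lower and 1 higher without WT replicate 2, and 3 lower and 1 higher without ATF3-CKO replicate 2. Of 13 monocyte markers 5 fell and none rose, among them Cd177 (3.07-fold lower), Ly6c2 and F10 (3.06-fold lower), and over the list alone 5 fell and 1 rose (adjusted p = 3.4e-04, and 0.183 in camera with an estimated correlation), although the list's median difference was -0.008. Its members had 6 positive and 7 negative differences, so the list did not fall as a whole. Cd177 is also expressed by neutrophils. The members Ccr2, Plac8, Vcan and Cx3cr1 had no call, with Ccr2 and Plac8 below the median level. Osteoclast markers had 4 lower and no higher members of 10, and 5 lower over the list alone. These were Acp5, the tartrate-resistant phosphatase (8.50-fold lower), the integrin chain Itgb3 (7.33-fold lower), the protease Ctsk (6.29-fold lower) and Mmp9 (5.89-fold lower), with adjusted p = 2.2e-04 for the list and 0.183 in camera with an estimated correlation.

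Fibroblast and stromal markers passed the list test toward higher values (NES 1.78, adjusted p = 0.00674, and 0.781 in camera with an estimated correlation), while limma called none of the 14, over all probe sets or the list alone, and 3 were higher and 1 lower at an unadjusted p under 0.05. That call rested on ATF3-CKO replicate 3, without which the adjusted p was 0.434: Dcn, a matrix proteoglycan, read 8.26 on that array, against 6.46 and 7.08 on the other arrays labelled ATF3-CKO. The endothelial list had 1 higher member, Kdr, and 2 lower ones of 9 (adjusted p = 0.527, with 1 and 2 over the list alone), and the lower count was 1 without WT replicate 3, 3 without WT replicate 2, and 0 without WT replicate 1 or any 1 of the arrays labelled ATF3-CKO. The lower genes Cdh5 and Vwf had adjusted p of up to 0.0864 and 0.132, both without ATF3-CKO replicate 3. The erythroid list (7 measured) and the mast cell and basophil list (11 measured) each had 1 lower member, also over the list alone, and the lymphocyte list (20 measured) had 1 higher and 1 lower, and 2 and 2 over the list alone, with adjusted p of 0.119, 0.93 and 0.687 for the lists. The erythroid call, of Car2, was lost without WT replicate 3 (adjusted p = 0.0509) and without ATF3-CKO replicate 1, 2 and 3 (0.0611, 0.097 and 0.111), and the mast cell call, of Hdc, in each of the 6 fits that left out an array (0.0526 to 0.104). Of the lymphocyte genes, Cd4 lost its higher call without WT replicate 1 or 3 or ATF3-CKO replicate 1 or 3 (up to 0.143, without ATF3-CKO replicate 3), and Ighm its lower call without ATF3-CKO replicate 3 (0.0833). Median-centring of the arrays also ended the Cd4 call (0.0774). None of the 15 dendritic cell markers passed by limma, over all probe sets or over the list alone, with 2 higher and 1 lower at an unadjusted p under 0.05 (adjusted p of the list = 0.655).

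On the arrays with the lower neutrophil, monocyte and osteoclast markers, inflammatory cytokines and NF-κB targets had 6 higher and 4 lower members of 39, and 11 and 5 over the list alone. The number higher was 3 without WT replicate 1 or ATF3-CKO replicate 2 or 3. Il1a, an alarmin cytokine, rose 2.61-fold, whereas Il1rn, the interleukin-1 receptor antagonist, was 2.80-fold lower and Saa3, an acute phase gene, 2.03-fold lower (adjusted p = 0.00229, 4.2e-04 and 0.00251). The list passed with an adjusted p of 0.0262, but gave 0.0509 without ATF3-CKO replicate 2, 0.212 without ATF3-CKO replicate 3 and 0.588 in camera with an estimated correlation. Of 27 AP-1 and immediate early genes, 2 rose and 1 fell, also over the list alone (adjusted p = 0.459). Ier3 lost its higher call without WT replicate 1 (0.0532) or ATF3-CKO replicate 2 (0.0513), Batf without WT replicate 1 (0.0928), ATF3-CKO replicate 1 (0.0561) or ATF3-CKO replicate 3 (0.104) and after median-centring (0.0702), and Btg2 its lower call without ATF3-CKO replicate 2 (0.0644) or 3 (0.0777), while 2 fell without WT replicate 2. Fos and Jun had log2 differences of -0.66 and -0.21 that did not pass (adjusted p = 0.201 and 0.479). In the integrated stress response list 3 of 28 rose and none fell, and 8 rose and 4 fell over the list alone (NES 1.67, adjusted p = 0.0148, and 0.781 in camera with an estimated correlation). Slc7a11, a cystine transporter gene that made up the third call (0.97, adjusted p = 0.0326), lost it without WT replicate 1 or 2 (0.111 and 0.0674), without ATF3-CKO replicate 1 or 3 (0.0862 and 0.132) and after median-centring (0.0532), and 1 member fell without WT replicate 2. Ddit3, which encodes the stress factor CHOP, rose 3.64-fold from 12.13 ± 0.27 to 13.99 ± 0.05 (SD, n = 3) and Nupr1, a stress-induced chromatin protein, rose 3.38-fold (adjusted p = 0.00133 and 0.00146). The Ddit3 value is from its brighter probe set, TSUnmapped00000016.mm.1, and its other probe set, TC1000001557.mm.1, rose 2.60-fold (adjusted p = 0.00895).

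Cholesterol synthesis genes were lower as a group, on the same arrays as the lower monocyte markers and the lower neutrophil and osteoclast markers (NES -2.08 and -2.05 for the last pair). Of 20 cholesterol synthesis and uptake genes 8 fell and 1 rose, and 10 and 1 over the list alone (NES -1.96, adjusted p = 0.00369, and 0.183 in camera with an estimated correlation). The number that fell was 2, 4 and 4 without WT replicate 1, 2 and 3, and 3, 1 and 1 without ATF3-CKO replicate 1, 2 and 3. Sqle, which encodes squalene epoxidase, fell from 9.58 ± 0.12 to 8.22 ± 0.17 (SD, n = 3), 2.56-fold lower with an adjusted p of 0.00219. The member that rose was Ch25h, which makes 25-hydroxycholesterol, at 1.48-fold (adjusted p = 0.0231), and it lost its call in 5 of the 6 fits that left out an array, with an adjusted p of up to 0.106 without ATF3-CKO replicate 3. Of 36 hypoxia and glycolysis genes 6 fell and 1 rose, and 7 and 4 over the list alone, among them the glycolytic enzyme gene Pfkp and the mitophagy receptor gene Bnip3l, 1.99-fold and 1.87-fold lower (adjusted p = 0.00175 and 0.00553). Without WT replicate 1 or ATF3-CKO replicate 3, 2 hypoxia genes fell, without ATF3-CKO replicate 2, 3 fell, and none rose in these fits or without ATF3-CKO replicate 1, whereas 2 rose without WT replicate 3. That list did not pass (adjusted p = 0.0735), but did without WT replicate 2 (0.0408) or ATF3-CKO replicate 1 (0.0471). Angiogenic and repair factors had 3 higher and 5 lower members of 28, and 6 and 5 over the list alone (adjusted p = 0.358), with the matrix protease genes Mmp19 and Mmp12 5.16-fold and 2.54-fold lower. Of these factors, 3 were lower and none higher without WT replicate 1 or any 1 of the arrays labelled ATF3-CKO, and 1 was higher without WT replicate 3.

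In all, 12 of 26 lists passed the enrichment test, 7 toward higher and 5 toward lower values. Camera with its preset correlation called 9 and fry, which tests whether members move on balance one way, called 8. With an estimated correlation camera called 0, with 4 at an unadjusted p under 0.05. Regrouping the 6 arrays into 3 and 3 in the 9 other ways gave between 9 and 12 passing lists, so the number of passing lists did not set the real grouping apart. The list of genes from the study's text, with 3 measured members, had no call by limma over all probe sets and 1 over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05 (adjusted p of the list = 0.488). The study chose these genes, so the count is not independent evidence. Of 123 named genes, all 123 kept the sign of their difference under quantile normalization and under median-centring. Of these, 79 had passed the adjusted threshold, and 53 of them did so in each of the 6 fits that left out an array. Many named genes were chosen by their difference or p in these same data, so such shares do not describe genes at large.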

Values the study reported

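The study reported that 10.23% of ATF3 chromatin immunoprecipitation peaks lay in promoter regions within 3 kb of a transcription start site. Its methods called a gene differentially expressed at a fold-change of at least 2.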

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

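Alternatives were fixed before the data were examined, and causes of the changes below were not tested unless given. The Atf3 difference stayed higher and past the threshold in all 13 alternatives, with adjusted p from 0.00235 (array weights) to 0.0414 and 0.72 to 0.81 with an array left out. Calls were 447 higher after median-centring and 3119 higher and 2284 lower with array weights. Leaving out an array gave from 141 to 1044 calls in a direction, with fewer arrays in each fit, and from 531 to 1110 probe sets of at least 2-fold. A filter on 1 symbol, by counting fewer probe sets, left 265 of at least 2-fold higher among 658 of at least 2-fold in either direction.

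The replicate numbers did not pair the arrays: deviations of same-numbered arrays correlated at 0.03, -0.09 and -0.07, and 1 array matched its own number best. With the replicate block, calls were 515 higher and 769 lower, and Atf3 had an adjusted p of 0.0326. Oas2 (1.00), Mertk (1.36), Vegfa (0.67), Batf (0.66), Ch25h (0.57), Cd4 (1.20), Vwf (-0.89) and Hdc (-0.48) kept their differences but lost their calls. No gene list or target changed its call under the block.

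Among named genes, values with an array left out ran from -5.52 to 4.84, and Timd4 (2.6e-04 without WT replicate 1, 0.0058 without ATF3-CKO replicate 2), H2-DMb1 (0.05 without WT replicate 2) and Rfxap (0.007 without WT replicate 3) turned positive. Without WT replicate 2, 11 named genes gained a call: Aif1, Cars, Ddx58, Dusp1, Emcn, Igf1, Irf1, Lyz2, Mpeg1, Oas1a and Plcg2. Median-centring ended the calls of Cd14 (0.99), Oas2 (0.91), Mertk (1.28), Batf (0.57), Slc7a11 (0.89) and Cd4 (1.12), and added Cars (-0.60) and Jchain (-0.62). Irf1 (0.53), Cars (-0.52) and Mpeg1 (0.64) passed with either filter, which test fewer probe sets. Taking the mean of probe sets, also with fewer tests, added Irf1 (0.38), Cars, Mpeg1, Clec10a (0.38) and Jchain (-0.54). Ifih1 passed with the filter on dim probe sets (0.78) and with array weights (0.93). Leave-outs of the 3 targets ran from -0.36 to 0.90, with Ifnb1 at 0.015 without ATF3-CKO replicate 1 and 0.0046 without ATF3-CKO replicate 3. The filter on dim probe sets removed Ifnb1 and left too few members of the erythroid and study text lists, so these had no value.

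For gene lists the values are adjusted p. Leaving out an array gave 5.5e-20 to 0.919, with 11 to 13 lists passing. Signs turned for antiapoptotic genes without WT replicate 1 (0.498), WT replicate 2 (0.597) and ATF3-CKO replicate 1 (0.593), for macrophage core genes (0.456) and lymphocyte markers (0.746) without WT replicate 2, and for mast cell markers without WT replicate 2 (0.798) and ATF3-CKO replicate 1 (0.911). Antiapoptotic genes also turned negative under quantile normalization (0.606), median-centring (0.571), camera (0.358 preset, 0.699 estimated) and fry (0.671). Quantile normalization brought erythroid markers past the threshold (0.0373). The dim filter ended the call of inflammatory genes (0.0828). Ranking by the moderated t ended those of inflammatory (0.118) and fibroblast genes (0.458), brought hypoxia genes past it (0.00935) and turned lymphocyte markers (0.700).

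Camera with its preset correlation ended the calls of IFN production (0.0929), inflammatory (0.104), integrated stress response (0.383) and fibroblast genes (0.186), called hypoxia genes (0.00697), and turned macrophage core (0.884), lymphocyte (0.593), endothelial (0.322) and study text genes (0.884). With an estimated correlation camera called 0 lists, 4 at an unadjusted p under 0.05: IFN response (0.326), IFN production (0.781), cell cycle (0.258), MerTK (0.699), inflammatory (0.588), integrated stress response (0.781), cholesterol (0.183), monocyte (0.183), neutrophil (0.326), fibroblast (0.781), osteoclast (0.183) and RT-qPCR genes (0.258) lost their calls, and macrophage core (0.957), lymphocyte (0.855), endothelial (0.769) and study text genes (0.926) turned. Fry ended the calls of IFN production (0.225), MerTK (0.147), inflammatory (0.0934), integrated stress response (0.0899) and fibroblast genes (0.438), called hypoxia genes (0.0121) and turned lymphocyte markers (0.533). Dim probe sets lie close to the background control median of 2.74, which limits what can be read for IFN genes.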

Other observations

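The tests of the Atf3 signal, of the donors' sex and of fewer neutrophils or monocytes were chosen after the results were seen, and the genes named in this part outside the rule for named genes were picked after their values were seen.

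Beside Spic, genes of iron and haem handling were read, since Spic is the factor of iron-recycling macrophages. The set of 20 measured genes also held antioxidant genes, among them Txnrd1, Nqo1, Nfe2l2, Gclc and Srxn1. Hmox1, which breaks down haem, rose 1.43-fold (adjusted p = 0.0144) from a level of 18.01, and Flvcr1, a haem exporter, was 2.17-fold lower (adjusted p = 0.0102). Slc40a1, the iron exporter ferroportin, lay outside the set and rose by 2.08 on the log2 scale (adjusted p = 0.0283). The hypothesis that this wider set was higher gave an enrichment p of 0.0218 (NES 1.57), with 1 member called higher and 1 lower. The antioxidant genes just named had log2 differences from 0.32 (Srxn1) to 0.87 (Txnrd1). Iron and haem genes were not tested apart from them, so the p does not speak for iron and haem genes alone. The enrichment test permutes genes and shares the weakness of the gene lists in the report. The hypothesis that targets of the liver X receptor were higher while cholesterol synthesis genes were lower gave an enrichment p of 0.168 over 11 genes and stays open. Among them Mylip, a target that degrades the low-density lipoprotein receptor, was 2.67-fold higher (adjusted p = 0.0466). Abca1, also a target, was read with the resident macrophage genes and lay outside the 11, at 2.85-fold higher (adjusted p = 0.00917). Arrays were not left out in turn for Hmox1, Flvcr1, Slc40a1 and Mylip.

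The higher Atf3 signal on the arrays labelled ATF3-CKO was weighed first. Scaling between arrays does not account for it, since the smaller difference under the other scalings was 0.68 (SE 0.09). Exchanged group labels could account for it and stay open, because Lyz2, the only other gene the genotype marks, differed without passing on all arrays (adjusted p = 0.0817) and passed without WT replicate 2 (0.0391), as an exchange would give. Lyz1, a lysozyme gene that does not carry the Cre, had a log2 difference of 0.82 (adjusted p = 0.0613). Whether the Lyz1 probe set also reads Lyz2 transcript was not tested. Lyz1 therefore cannot show whether the Lyz2 difference was particular to the gene with the Cre. Short of the adjusted threshold on all arrays, the Lyz2 difference is weak evidence for an exchange. Against an exchange, cell cycle genes were lower on the arrays labelled ATF3-CKO, the direction of proliferation that the study described for ATF3-deficient macrophages. That list had an adjusted p of 0.258 in camera with an estimated correlation. The RT-qPCR genes were higher there, but their direction is not independent evidence and is not counted. The study also described more apoptosis in such macrophages. Of the apoptosis genes, 2 proapoptotic genes were lower and 2 antiapoptotic genes higher there, which is the other direction, while 3 antiapoptotic genes were lower. Neither list passed the enrichment test (adjusted p = 0.56 and 0.628), so these genes weigh neither way. Apaf1 had a log2 difference of -0.27 that did not pass (adjusted p = 0.243) and also weighs neither way. An Atf3 signal read outside the deleted part may also account for it, and with 1 Atf3 probe set that stays open. The study reported, by RT-qPCR and antibody staining, that ATF3 was deleted in cardiac macrophages of such mice. That reading was not made on the cells of these arrays. A biological rise of the remaining transcript was not tested.

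A passenger region around the Cre at Lyz2 was tested as a hypothesis for the higher Lyz2 signal: none of 40 neighbours passed limma's adjusted threshold, with 5 at an unadjusted p under 0.05. With a count of 0, 100% of windows of as many genes held as large a share by construction, 28.3% of windows also held none, and 19 of the neighbours lay below the median level, so the test decides nothing and the bound set for it was too weak.

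The lower neutrophil and monocyte genes were weighed next. Fewer neutrophils or monocytes in the cultures would lower all their abundant transcripts, but 2 of 19 markers above the median level were higher at an unadjusted p under 0.05, Csf3r (0.76) and Mmp8 (0.61), which macrophages might also express, so this stays open. Fewer immature myeloid cells would lower progenitor and primary granule genes. Their median difference was -0.34 over 4 genes above the median level, of which Serpinb1a (-3.15) and Fcnb (-0.64) were called lower and Kit (-0.05) and Sox4 (0.27) had no call, too few to decide. The markers with the highest signal, S100a9 and S100a8, read 16.03 and 15.27 in WT, though signals of different probe sets do not rank transcripts by abundance, and no sort or gate of the cultures is named in the labels.

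Erdr1 and the predicted genes Gm21887 and G530011O06Rik were lower on the arrays labelled ATF3-CKO by large amounts, with log2 differences of -2.20, -3.16 and -4.98. The sex of the donor mice could give such a difference, but the largest difference among Xist and the Y-linked genes above the median level was 0.56, which argues against it. No biological explanation was tested.

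Other groupings of the 6 arrays into 3 and 3 were counted beside the real one. Each of them mixes arrays of both labels, so a difference between the labels widens its spread and lowers its calls. The real grouping gave 1881 calls and 1330 probe sets of at least 2-fold, against a highest other of 0 calls by limma (with 979 to 5085 at an unadjusted p under 0.05) and 423 of at least 2-fold. It gave 12 passing gene lists, and the highest other also gave 12, so that 3 of 10 groupings gave as many. With 10 groupings no share can fall under 0.05.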
